A study of Thermotoga maritima MSB8 with 14 samples. Its data were reported in "The Genome Organization of Thermotoga maritima Reflects Its Lifestyle" (2013).

How the data were processed

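Total RNA of *Thermotoga maritima* MSB8 grown at 80 °C with 10 mM maltose had been hybridized to custom tiling arrays in a 4-plex format, with 1 dye. There were 14 arrays: log phase (4), heat shock (3), hydrogen inhibition (4) and carbon limitation (3). Groups were taken from the labels of the samples. Labels and file names number some replicates differently, and the numbers of the labels were used.

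The deposited log2 gene values had been background-corrected, quantile-normalized and summarised over probes by the authors with RMA, whose version is not given in the sources used here. The deposited probe numbers per feature were used only to describe the features. The deposited probe table holds linear intensity values that the authors had normalized between arrays by quantiles, with medians of 214.8 to 215.42 per array, and was used only to compare arrays with each other. Each gene table held 1925 entries, and 1 entry that summarises the 39197 probes outside all other features was left out. This left 1924 features, of which 1827 are open reading frames with TM numbers, 22 are tRNAs and 8 are CRISPR arrays. Probes per feature ranged from 1 to 96 with a median of 15, and 47 features had 1 probe. Gene-level medians of the arrays lay between 10.62 and 10.83 log2 units. Signal over background could not be set against a negative control, so no detection limit was applied. Gene descriptions came from the annotation table of the study, which covered 1826 of the 1924 features, and the RefSeq table matched 0 of them.

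All values were analysed on the log2 scale without further normalization. One linear model with a mean per group was fitted to all 14 arrays with limma 3.58.1 (lmFit and eBayes, R 4.3.3), which gave 10 residual and 2.50 prior degrees of freedom. Every p-value of a single feature comes from limma and every p-value of a list from camera. Each stress group was compared with log phase, and the stress groups were compared with each other. Features with a Benjamini-Hochberg adjusted p below 0.05 within a comparison were called, and the number changed at least 2-fold was counted beside it. Groups were counted as not overlapping when every array of one lay above every array of the other. Genes called in the same direction in all 3 comparisons were counted and set beside independent lists and beside 100 simulations of unchanged groups against the same log phase arrays. These choices were made before the data were examined.

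Lists of 495 genes in 22 groups were fixed before the data were examined: chaperones, heat shock and ATP-dependent proteases, ribosomal proteins, RNA polymerase and sigma factors, aminoacyl-tRNA synthetases, nucleotide biosynthesis, amino acid biosynthesis, F-type ATP synthase, hydrogenases, Rnf and Mbx-like membrane complexes, glycolysis and fermentation, maltose and alpha-glucan use, uptake and breakdown of other sugars, glycogen metabolism, oligopeptide transporters, flagellum, chemotaxis, cell wall and division, CRISPR-associated proteins, DNA topology and SOS repair, iron-sulfur cluster assembly, and peroxide, superoxide and iron storage. Of the members, 4 were not on the arrays. Lists were tested with camera at its preset correlation of 0.01, with adjustment over the 22 lists of a comparison, and again with the correlation estimated for each list. Genes to name were, for each comparison, the 8 largest rises and falls among called features whose groups do not overlap, the members of each list with the smallest p, up to 4 per list, and 12 genes chosen in advance. Not all of these are named in the text. Features outside this rule were chosen after their values were seen.

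The fit was tested on simulated data with changes of 0.5, 1 and 2 log2 units put into 67, 67 and 66 features. With one spread for all groups, 22.4% to 37.3% of the smallest, 76.1% to 80.6% of the middle and 93.9% to 98.5% of the largest changes were recovered, and 5, 12 and 10 of 1724 unchanged features were called in heat shock, hydrogen inhibition and carbon limitation. With each group's own spread, 2 unchanged features were called in heat shock and 2 in hydrogen inhibition (0.116%), but 199 in carbon limitation (11.5%), and 164 of these also had groups that do not overlap. The adjusted p-values of carbon limitation are therefore too small. Counts from a fit with one variance weight per group, chosen after seeing the data, and from a fit of the 2 groups alone are given beside them.

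Alternatives chosen in advance were centring arrays on their medians, a second quantile normalization, a fit of the 2 groups alone, an intensity trend in the variance prior, leaving out the dimmest 20% of features, array weights, the replicate number as a block, splitting the log phase arrays between comparisons, and leaving out each replicate in turn. Leaving out carbon limitation replicate 3 from comparisons that do not use it, leaving out replicates for the lists, one variance weight per group and alternatives for array similarity were added after seeing the data. Rebuilding gene values from the probe table was planned but not run, because the tables used here give no gene coordinates on the genome build of the arrays. Replicate numbers showed no sign of pairing between groups, with correlations of deviations from -0.0868 to 0.141 for the numbers of the labels. Figures were drawn with matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15.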

Results

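Transcript levels of *Thermotoga maritima*, an anaerobic bacterium grown here at 80 °C, were measured on custom tiling arrays. The carbon source was 10 mM maltose. The 14 arrays fall into 4 groups: 4 of exponentially growing cells (log phase), 3 after heat shock, 4 after hydrogen inhibition and 3 under carbon limitation. Heat shock cultures were heated rapidly above the growth temperature, and in hydrogen inhibition the hydrogen made by the cells was left to build up until growth stopped. The labels place the hydrogen inhibition arrays in stationary phase, so hydrogen and growth phase cannot be told apart there. Carbon-limited cells were taken when the maltose ran out, from fermenters instead of the serum bottles used for the other groups. The fermenters controlled the pH and removed hydrogen continuously. The labels place this group in late exponential phase. Vessel, pH control, hydrogen removal, growth phase and carbon supply can therefore not be told apart in it. Each array gives a log2 expression value for 1924 features, most of them open reading frames, with a median of 15 probes per feature. The labels do not say that replicates came from separate cultures, so all p-values measure the spread between these arrays, which may be technical. The number of arrays limits the precision of every value.

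Arrays of log phase, heat shock and hydrogen inhibition stood close to their own group, with a mean Pearson r over features of 0.992, 0.993 and 0.998. Genes are not independent replicates in these correlations. The 3 carbon limitation arrays correlated with each other at 0.759 to 0.963. Replicate 3 of carbon limitation stood apart from the other 2, and its highest correlation was 0.926, with a log phase array. The median standard deviation of a feature was 0.54 log2 units in carbon limitation, against 0.12 in log phase, 0.11 in heat shock and 0.07 in hydrogen inhibition. Principal components 1 to 3 held 39.3%, 31.4% and 20.6% of the variance. No pair among the 91 pairs of arrays had identical values.

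**Figure D1:**
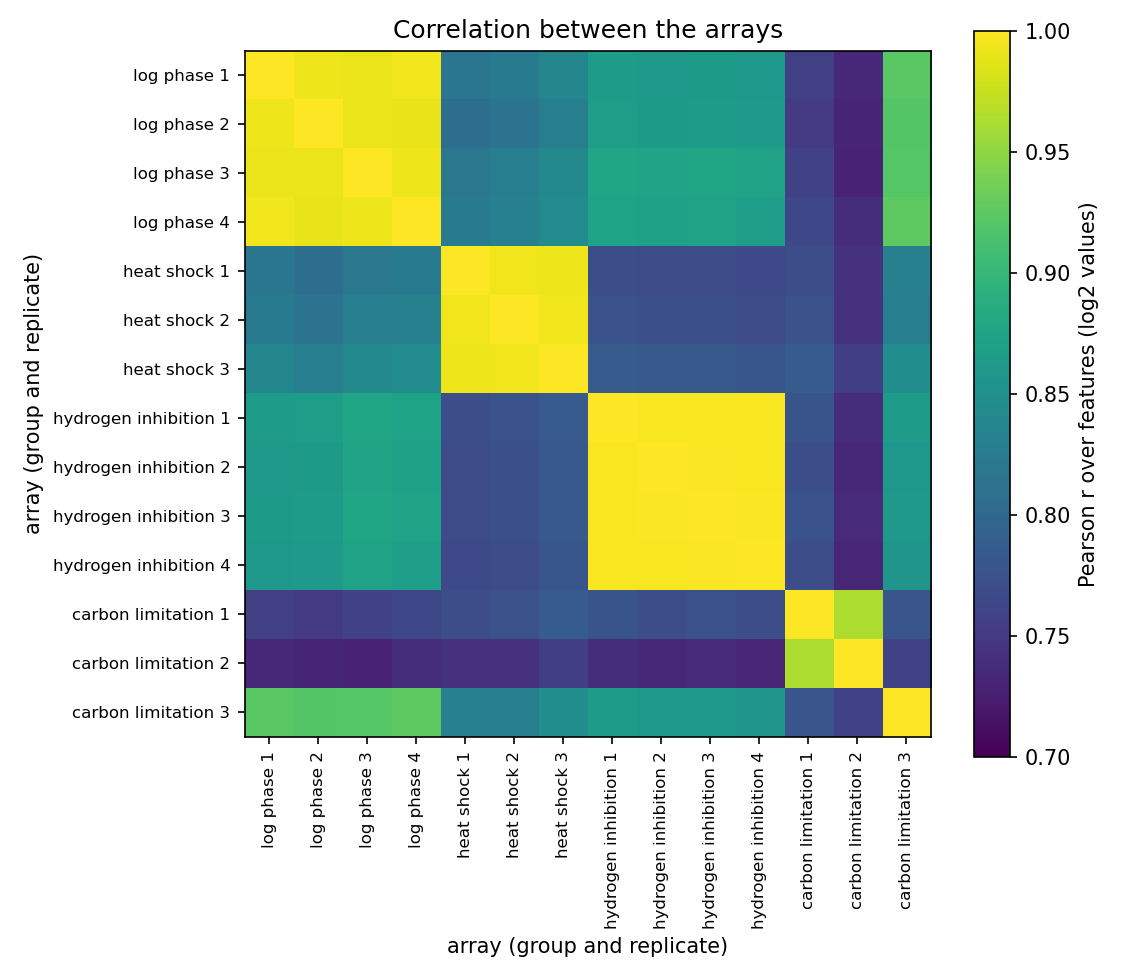
Pearson correlation between each pair of the 14 arrays over the log2 values of all features, with group and replicate on both axes and the colour scale giving r. Log phase, heat shock and hydrogen inhibition form blocks with mean r of 0.992, 0.993 and 0.998, while carbon limitation has a mean of 0.834.

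Heat shock was compared with log phase to find the genes that respond to heating above the 80 °C at which these cultures had grown. All 8 measured chaperone genes rose and all 21 genes of purine and pyrimidine synthesis fell. Neither of these lists passed with an estimated correlation (adjusted p = 0.562 for both). That correlation was estimated over all 14 arrays, with carbon limitation replicate 3 among them. DnaK (TM0373), the Hsp70 protein that binds unfolded polypeptides, rose by 1.85 ± 0.45 log2 units (± is the standard error of the fitted difference, with n = 3 heat shock and 4 log phase arrays, adjusted p = 0.00411). The standard error uses the spread of all 14 arrays, which carbon limitation replicate 3 widens. Leaving out 1 array gave DnaK adjusted p-values from 2.35e-10 to 0.0156. Its partner DnaJ (TM0849) rose by 2.59 ± 0.22, the nucleotide exchange factor GrpE (TM0850) by 2.13 ± 0.36 and the small heat shock protein TM0374 by 2.27 ± 0.40. GroEL (TM0506), the chaperonin that folds proteins in a closed chamber, rose by 0.91 ± 0.18. HrcA (TM0851), known in other bacteria as the repressor of chaperone operons, rose by 2.49 ± 0.53 (adjusted p from 5.19e-11 to 0.00703 with 1 array left out). In the run of purine genes from TM1243 to TM1250, phosphoribosylglycinamide formyltransferase (TM1248) had a log2 change of -5.02 ± 0.41 (adjusted p = 5.86e-07), the bifunctional enzyme of the last purine steps (TM1249) -4.80 ± 0.54 and phosphoribosylamine-glycine ligase (TM1250) -4.74 ± 0.58.

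By fixed list, 8 of 8 measured chaperone genes rose in heat shock, with a median log2 change of 1.99 (camera adjusted p = 0.00197, and adjusted p = 0.562 with an estimated correlation). All 21 genes of nucleotide biosynthesis fell, with a median of -2.05 (adjusted p = 8.88e-08, and adjusted p = 0.562 with an estimated correlation), among them dihydroorotase (TM0335) of the pyrimidine pathway at -1.81 ± 0.10. The 8 subunits of the F-type ATP synthase, which couples the ion gradient to ATP synthesis, fell as well (median -1.38, adjusted p = 0.0009, and 0.562 as the adjusted p with an estimated correlation). The beta chain TM1610 had a change of -1.39 ± 0.17 and the B chain TM1614 of -1.69 ± 0.15. Of 19 CRISPR-associated genes, which encode the adaptive defence against foreign DNA, 15 fell and 4 did not pass the test (median -1.98, adjusted p = 9.86e-05, and adjusted p = 0.562 with an estimated correlation). Cas1 (TM1797), the integrase that acquires spacers, changed by -2.43 ± 0.20 and the helicase Cas3 (TM1799) by -2.48 ± 0.23. The heat shock arrays gave Cas1 6.59, 6.19 and 6.63, near the entry for probes outside all features (6.29 to 6.31). The size of the fall of Cas1 is therefore not exact. For these 4 lists the counts adjusted over the list alone were equal, at 8, 21, 8 and 15.

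Ribosomal protein genes gave 25 rises, 1 fall and 25 without a call among 51 measured, and the same numbers adjusted over the list alone (median 0.59, adjusted p = 9.86e-05, and adjusted p = 0.801 with an estimated correlation). S18 (TM0605) of the small subunit rose by 1.02 ± 0.16, while L11 (TM0454) of the large subunit changed by -0.47 ± 0.09. In the list for uptake and breakdown of sugars other than maltose, 37 of 108 genes rose, 17 fell and 54 were not called, with equal counts adjusted over the list alone (median 0.24, adjusted p = 0.0227, and adjusted p = 0.702 with an estimated correlation). L-arabinose isomerase (TM0276), which starts arabinose catabolism, rose by 2.42 ± 0.11 and an endoglucanase (TM1525), which cleaves cellulose chains, by 1.95 ± 0.12, while mannonate dehydratase (TM0069) of uronate catabolism had a change of -1.32 ± 0.11. Cell wall and division genes fell for 12 of 16 members, with 1 rise and 3 without a call, both over all features and adjusted over the list alone (median -0.71, adjusted p = 0.00309, and adjusted p = 0.398 with an estimated correlation). FtsI (TM0590), the transpeptidase of the septum, changed by -1.42 ± 0.11 and the peptidoglycan precursor ligase TM0234 by -1.84 ± 0.16, whereas MreB (TM0588), the actin homologue that sets rod shape, rose by 0.95 ± 0.11.

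Several genes outside these lists had larger rises in heat shock. The open reading frame TM1315, of unknown function and read by 2 probes, rose by 4.57 ± 0.18, the methyl-accepting chemotaxis protein TM1146, a class of membrane sensors, by 4.46 ± 0.13 (adjusted p = 1.4e-10) and the substrate-binding transport protein TM1235 by 3.80 ± 0.61. The small features TM1417.1 and TM1417.2, which have no description in the annotation used here, rose by 3.81 ± 0.33 and 3.98 ± 0.26. All 22 tRNA features, each read by 1 probe, rose by 1.61 to 4.41 log2 units, with tRNA-Ser-2 highest at 4.41 ± 0.30, tRNA-Pro-2 at 4.01 ± 0.65 and tRNA-Asp-1 at 3.85 ± 0.33. Of 4 other small stable RNAs 3 were higher as well (median 1.16), as were 5 of 6 riboswitches and leaders (median 1.29). Without carbon limitation replicate 3 all 4 and all 6 of them were called higher. The 2 genes annotated as UvrB, a subunit of the excinuclease that removes damaged DNA, rose by 2.40 ± 0.44 (TM1753) and 2.19 ± 0.42 (TM1761). The maltose-binding protein TM1204 rose by 1.65 ± 0.13 and the pyrophosphate-dependent phosphofructokinase TM0289 by 1.16 ± 0.15. Smaller rises were those of the periplasmic protease HtrA (TM0571) at 1.13 ± 0.25, the housekeeping sigma factor RpoD (TM1451) at 0.83 ± 0.16 and flagellin (TM0758), the subunit of the flagellar filament, at 0.79 ± 0.17. The second maltose-binding protein, TM1839, changed by 0.20 ± 0.09 (adjusted p = 0.0833). Falls outside the lists called included glycyl-tRNA synthetase (TM0217) at -2.24 ± 0.19, the hydrogenase genes TM1426 and TM1424 at -1.45 ± 0.37 and -1.48 ± 0.41, and glyceraldehyde-3-phosphate dehydrogenase (TM0688) of glycolysis at -0.38 ± 0.09.

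The other 15 lists did not pass camera in heat shock. Amino acid biosynthesis had 2 rises and 19 falls among 49 genes (15 falls adjusted over the list alone, adjusted p = 0.113). Flagellum had 1 rise and 13 falls among 40 (10 falls adjusted over the list alone), chemotaxis 2 and 10 among 18 (2 and 11 adjusted over the list alone), and glycolysis and fermentation 4 and 11 among 18 (4 and 12 adjusted over the list alone). Maltose and alpha-glucan use had 7 rises and 1 fall among 15, aminoacyl-tRNA synthetases 1 and 8 among 21, oligopeptide transporters 2 and 5 among 22 (2 and 4 adjusted over the list alone) and the Rnf and Mbx-like complexes 2 and 3 among 18 (1 and 3 adjusted over the list alone). Proteases gave 5 rises and 1 fall among 10, DNA topology and SOS repair 3 and 1 among 10, and peroxide, superoxide and iron storage 4 and 2 among 11 (5 and 2 adjusted over the list alone). The other counts were those of RNA polymerase and sigma factors (3 and 2 among 8), hydrogenases (2 and 3 among 9), iron-sulfur cluster assembly (2 and 2 among 7) and glycogen metabolism (0 and 0 among 4). Leaving out carbon limitation replicate 3 moved several of these counts, to 13 rises and 33 falls for amino acid biosynthesis, 9 and 19 for flagellum, 6 and 11 for aminoacyl-tRNA synthetases, 4 and 11 for oligopeptide transporters and 6 and 6 for the Rnf and Mbx-like complexes. Maltose use then had 10 and 2, hydrogenases 2 and 5, RNA polymerase and sigma factors 3 and 4, iron-sulfur cluster assembly 2 and 4 and glycogen metabolism 1 and 0. Median, mean and test differed in sign for iron-sulfur cluster assembly (median -0.28, mean 0.01, test upward), RNA polymerase (median -0.21, test upward), glycogen metabolism (median -0.06, test upward) and the Rnf and Mbx-like complexes (median 0.16, mean -0.14, test upward).

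In total, 1061 of 1924 features differed between heat shock and log phase by limma with Benjamini-Hochberg adjustment, 477 higher and 584 lower (558 and 530 with each array centred on its median), and 225 and 315 of these by at least 2-fold. The 2 groups did not overlap for 1498 features (77.9%), against 5.71% by chance. Carbon limitation replicate 3 widens the shared spread, and with it left out of the fit the counts were 694 higher and 788 lower, and the list of amino acid biosynthesis passed camera as well (adjusted p = 0.0182). Ribosomal proteins then had 38 higher and 1 lower, and other sugars 51 and 29.

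Hydrogen inhibition was compared with log phase to find the genes that differ after growth arrest by the cells' own hydrogen. By their labels these cells were in stationary phase, which cannot be told apart from the hydrogen. A locus for use of beta-glucosides and laminarin held most of the largest falls, 5 of 9 hydrogenase genes fell, and 20 of 40 flagellar genes and the ferritin gene rose. Neither the hydrogenase nor the flagellum list passed with an estimated correlation (adjusted p = 0.464 and 0.599). In the locus from TM0024 to TM0030, the laminarinase TM0024 changed by -3.11 ± 0.36 log2 units (n = 4 and 4 arrays, adjusted p = 1.31e-05), the beta-glucosidase TM0025, which releases glucose from such glycans, by -3.49 ± 0.33 and the transporter genes TM0027 to TM0030 by between -3.78 and -3.95. The NADP-reducing hydrogenase subunits TM0010 and TM0011 changed by -1.90 ± 0.18 (adjusted p = 2.22e-06) and -1.54 ± 0.16. Ferritin (TM0560), the protein shell that stores iron, rose by 2.86 ± 0.28 and flagellin (TM0758) by 1.46 ± 0.16 (adjusted p = 6.74e-06).

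The rest of the largest rises in hydrogen inhibition were small open reading frames and a few enzymes. TM1315 rose by 5.84 ± 0.17 and TM1300 by 5.05 ± 0.20, read by 2 and 3 probes and of unknown function, and TM1337, also uncharacterised, rose by 4.29 ± 0.27. TM1317 and TM1301, annotated as relatives of sulfatase-maturing Fe-S oxidoreductases, rose by 3.92 ± 0.30 and 3.06 ± 0.28. The putative peroxiredoxin TM0807 rose by 3.08 ± 0.28, the MoxR-like ATPase TM1132 by 3.03 ± 0.16 and the undescribed feature TM0047.1 by 3.19 ± 0.21. Trehalose synthase (TM0392) had a change of -2.96 ± 0.10.

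Of 108 genes for other sugars, 7 rose, 34 fell and 67 were not called in hydrogen inhibition, and 14 rose and 62 fell without carbon limitation replicate 3 (5 and 32 adjusted over the list alone, median -0.32, adjusted p = 0.000755, and adjusted p = 0.464 with an estimated correlation), with mannonate dehydratase (TM0069) at -2.32 ± 0.10. Maltose and alpha-glucan genes gave 1 rise, 10 falls and 4 without a call, and the same adjusted over the list alone (median -0.82, adjusted p = 0.00253, and adjusted p = 0.464 with an estimated correlation). The alpha-amylase TM0767, which cleaves starch, changed by -1.49 ± 0.10 and the permease MalG (TM1836) by -1.57 ± 0.13, while the binding protein TM1204 rose by 0.54 ± 0.12. Glycolysis and fermentation had 2 rises, 11 falls and 5 without a call (3 and 11 adjusted over the list alone, median -0.48, adjusted p = 0.0147, and adjusted p = 0.464 with an estimated correlation), with the phosphofructokinase TM0289 at -1.54 ± 0.14, lactate dehydrogenase (TM1867) at -1.03 ± 0.14 and phosphate acetyltransferase (TM1130), a step to acetate, higher by 1.67 ± 0.14. This list did not pass after a further quantile normalization (adjusted p = 0.106), and neither did TM0688 of that list, at -0.48 ± 0.09 (adjusted p = 0.238 after it). Hydrogenases had 5 falls and 4 without a call among 9 (6 falls adjusted over the list alone, median -1.002, adjusted p = 0.0147, and adjusted p = 0.464 with an estimated correlation). TM1424 changed by -1.19 ± 0.38 and TM1426, the large subunit, by -1.002 ± 0.35 (adjusted p = 0.028). The call of TM1426 ended when any 1 array of the 2 groups was left out, with adjusted p up to 0.0587, and held without carbon limitation replicate 3 (0.000233).

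The 8 ATP synthase genes fell in hydrogen inhibition, also adjusted over the list alone (median -0.82, adjusted p = 0.00561, and adjusted p = 0.464 with an estimated correlation), with TM1610 at -0.91 ± 0.15. CRISPR-associated genes gave 14 falls and 5 without a call (15 falls adjusted over the list alone, median -1.19, adjusted p = 0.000128, and adjusted p = 0.464 with an estimated correlation), with Cmr2 (TM1794), of the RNA-guided Cmr complex, at -2.29 ± 0.20. Nucleotide biosynthesis had 13 falls and 8 without a call, but 21 falls without carbon limitation replicate 3, and 13 adjusted over the list alone (median -1.05, adjusted p = 0.000755, and adjusted p = 0.599 with an estimated correlation). Adenylosuccinate lyase (TM1095), which acts in purine synthesis, changed by -1.33 ± 0.17. Aminoacyl-tRNA synthetases gave 2 rises, 12 falls and 7 without a call (4 and 13 without carbon limitation replicate 3), and the same adjusted over the list alone (median -0.46, adjusted p = 0.0148, and adjusted p = 0.599 with an estimated correlation), with glycyl-tRNA synthetase TM0217 at -1.52 ± 0.18. Chemotaxis had 10 falls and 8 without a call (5 rises and 12 falls without carbon limitation replicate 3), and 10 adjusted over the list alone (median -0.35, adjusted p = 0.0148, and adjusted p = 0.321 with an estimated correlation), with the receptor TM0023 at -1.38 ± 0.12. Iron-sulfur cluster assembly had 4 falls and 3 without a call (1 rise and 5 falls without that array), and 4 adjusted over the list alone (median -0.46, adjusted p = 0.042, and adjusted p = 0.464 with an estimated correlation), but the list did not pass without carbon limitation replicate 3 (0.115), without log phase replicate 4 (0.053) or after a further quantile normalization (0.0729). Its desulfurase SufS (TM1371), which supplies the sulfur, changed by -1.47 ± 0.17.

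The flagellum list was the one list called higher in hydrogen inhibition, with 20 rises, 1 fall and 19 without a call among 40 genes (29 and 3 without carbon limitation replicate 3), and the same adjusted over the list alone (median 0.82, adjusted p = 0.00253, and adjusted p = 0.599 with an estimated correlation). The export ATPase FliI (TM0218) rose by 0.79 ± 0.12, while FliJ (TM0512) changed by -1.36 ± 0.21. Of 16 cell wall and division genes 9 rose and 3 fell, counted either way (adjusted p = 0.119), with FtsI (TM0590) up by 1.52 ± 0.10, MreB (TM0588) up by 1.30 ± 0.10 and FtsZ (TM0836), the tubulin homologue of the division ring, at -0.94 ± 0.13. Peroxide, superoxide and iron storage gave 2 rises and 7 falls among 11, counted either way. Rubrerythrin (TM0009), which reduces peroxide, was at -1.94 ± 0.14. Amino acid biosynthesis gave 12 rises and 4 falls among 49 (8 and 4 adjusted over the list alone), with argininosuccinate synthase (TM1780) at -2.26 ± 0.41. Chaperones gave 1 rise and 2 falls among 8, counted either way. GroEL (TM0506) changed by -0.73 ± 0.16, and DnaK (TM0373) by -0.08 ± 0.42 (adjusted p = 0.879), the small heat shock protein TM0374 by -0.32 ± 0.37 (0.482) and HrcA (TM0851) by -0.57 ± 0.49 (0.35). Without carbon limitation replicate 3 the changes of TM0374 and HrcA passed (adjusted p = 0.00946 and 4.71e-05). Proteases had 4 rises and 2 falls among 10 (5 and 2 adjusted over the list alone), with HtrA (TM0571) up by 1.47 ± 0.23. RNA polymerase and sigma factors had 3 rises among 8, counted either way, with the stress sigma factor RpoE (TM1598) up by 1.51 ± 0.32. Ribosomal proteins gave 8 rises and 3 falls among 51 (8 and 2 adjusted over the list alone), oligopeptide transporters 5 and 5 among 22, DNA topology and SOS repair 3 and 2 among 10 and glycogen metabolism 1 and 2 among 4, counted either way for these 3 lists. The Rnf and Mbx-like complexes had 2 falls among 18 (0 adjusted over the list alone). Without carbon limitation replicate 3 the counts were 24 and 11 for amino acid biosynthesis, 1 and 5 for chaperones and 5 and 1 for RNA polymerase and sigma factors. They were 12 and 7 for ribosomal proteins, 7 and 10 for oligopeptide transporters, 3 and 4 for DNA topology and 1 and 6 for the Rnf and Mbx-like complexes. Signs differed for oligopeptide transporters (median -0.14, test upward) and for DNA topology and SOS repair (median -0.00074, mean 0.16, test downward).

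In total, 1011 features differed between hydrogen inhibition and log phase by limma, 521 higher and 490 lower (504 and 514 with each array centred on its median), and 212 and 211 of these by at least 2-fold. The groups did not overlap for 1462 features (76.0%), against 2.86% by chance. The counts were 716 higher and 711 lower without carbon limitation replicate 3, and 1561 features were called when the fit held the 2 groups compared.

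**Figure D2:**
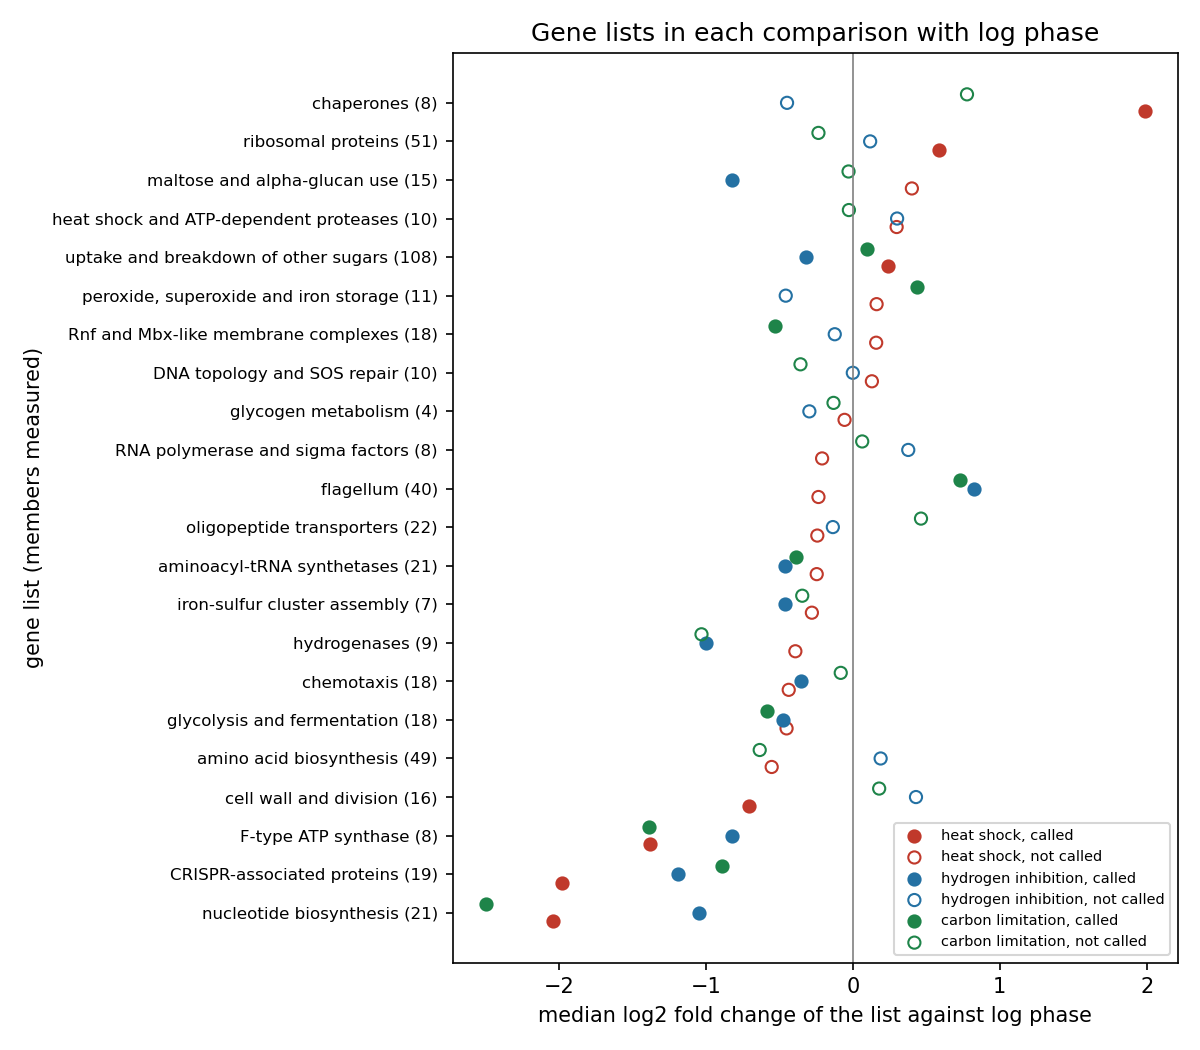
Median log2 fold change against log phase (x axis) of each of the 22 gene lists (y axis, with the number of members measured), for heat shock, hydrogen inhibition and carbon limitation. Filled points passed camera with a preset correlation and hollow points did not, with 7, 11 and 9 lists called, while with an estimated correlation camera called 0 lists in each comparison (1, 1 and 0 at unadjusted p < 0.05).

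Carbon limitation was compared with log phase to find the genes that respond to the end of the maltose supply. Vessel, pH control, hydrogen removal and growth phase differed as well and cannot be told apart from it. The genes of ferritin and flagellin and several glycoside hydrolase and transporter genes were higher, and all 21 genes of nucleotide biosynthesis and all 8 of the ATP synthase were lower. Neither list passed with an estimated correlation (adjusted p = 0.785 for both). Single genes of hydrogenases and arginine synthesis were lower as well. Replicate 3 lay between the other 2 arrays and log phase for most of these genes, so values are given with and without it (n = 3 and 2 arrays against 4). Ferritin (TM0560) rose by 3.98 ± 0.30 log2 units (adjusted p = 1.45e-06, and 4.43 without replicate 3), with 13.88, 14.42 and 12.79 on the 3 arrays against a log phase mean of 9.72. The periplasmic hydrogenase gene TM1421 changed by -4.17 ± 0.68 (-5.34 without replicate 3) and the hydrogenase large subunit TM1426 by -2.54 ± 0.37 (-3.12), with 12.02, 10.76 and 13.14 on the 3 arrays against 14.51. Phosphoribosylamine-glycine ligase (TM1250) changed by -4.06 ± 0.58 (-5.10) and argininosuccinate synthase (TM1780), which makes the precursor of arginine, by -3.56 ± 0.44 (-4.35).

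The spread of the carbon limitation arrays sets a limit here that the other 2 comparisons do not have. In data simulated with each group's own spread, 199 of 1724 unchanged features (11.5%) were called in carbon limitation, against 2 each in heat shock and hydrogen inhibition, because the shared spread understates that of carbon limitation. Of the 1022 features called here, 455 were also called when the fit held the 2 groups alone, 339 with one variance weight per group (340 in all) and 260 in all 3 fits, 98 higher and 162 lower. In the same simulation, one variance weight per group called 29 unchanged features (1.68%). It recovered 0 of 67 changes of 0.5 log2 units and 59 of 66 changes of 2. In the paragraphs on single rises and falls that follow, a call that ended under one of these fits is marked with its adjusted p. Genes given in later sections carry no such mark.

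The pectate lyase TM0433, which cleaves pectin, rose by 4.21 ± 1.09 in carbon limitation (13.32, 13.94 and 7.52 against 7.38, and adjusted p = 0.0656 with the 2 groups alone). The secreted protein TM0280 rose by 4.20 ± 0.78 and the arabinofuranosidase TM0281, which removes arabinose from plant polysaccharides, by 3.66 ± 0.59. Butyrate kinase (TM1754) and phosphate butyryltransferase (TM1755) rose by 4.20 ± 0.81 and 4.07 ± 0.75, with 12.19, 12.73 and 7.97 for the kinase against 6.76. The glutamate dehydrogenase TM1015, which links glutamate to central metabolism, rose by 4.01 ± 0.51, and the xylobiose-binding protein TM0071 by 3.64 ± 0.40 with its permease TM0072 up by 1.499 ± 0.13. The xyloglucan permease TM0301 rose by 1.45 ± 0.13, flagellin TM0758 by 1.60 ± 0.17 and the maltose-binding protein TM1204 by 1.24 ± 0.13, with 13.41, 13.88 and 13.43 against 12.33. Without replicate 3 these changes were 6.25 for TM0433, 5.65 for TM0280, 4.74 for TM0281, 5.70 for TM1754, 5.46 for TM1755, 4.84 for TM1015, 4.35 for TM0071, 1.60 for TM0072, 1.42 for TM0301, 1.85 for TM0758 and 1.32 for TM1204. The putative peroxiredoxin TM0807 rose by 2.40 ± 0.31 (2.57 without replicate 3, and adjusted p = 0.0926 with one variance weight per group).

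Among the falls, TM1423, annotated as a SpoIIE-like protein, changed by -4.36 ± 0.61 in carbon limitation (-5.50 without replicate 3) and its neighbour in numbering TM1420, read by 2 probes, by -4.19 ± 1.003 (-5.97, and adjusted p = 0.0549 with the 2 groups alone). On replicate 2 TM1420 was at 6.29, within the range of the entry for probes outside all features (6.22 to 6.35). The size of its fall is therefore not exact. Aspartate carbamoyltransferase (TM1642), which commits carbon to pyrimidines, changed by -3.48 ± 0.33 (-4.05), the purine enzymes TM1249 and TM1246 by -3.66 ± 0.54 (-4.60) and -3.23 ± 0.48 (-4.08), argininosuccinate lyase (TM1781) by -1.91 ± 0.13 (-2.00) and phosphoglycerate kinase (TM0689) of glycolysis by -1.44 ± 0.13 (-1.61). The ATP synthase chains TM1610 and TM1614 changed by -1.39 ± 0.17 (-1.66) and -1.38 ± 0.15 (-1.58). DnaK (TM0373) changed by 1.08 ± 0.45 (adjusted p = 0.0615), with 15.23, 15.02 and 12.61 on the 3 arrays against 13.21, and by 1.92 without replicate 3 (adjusted p = 4.25e-10). HrcA (TM0851) changed by 0.93 ± 0.53 (0.153), with 12.14, 11.78 and 9.04 against 10.06, and by 1.90 without replicate 3. GroEL (TM0506) changed by 0.23 ± 0.18 (0.293) and by 0.52 without it (3.28e-05), and RpoD (TM1451) by 0.31 ± 0.16 (0.123) and by 0.52 (0.00126).

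By list, all 21 nucleotide biosynthesis genes fell in carbon limitation, also adjusted over the list alone (median -2.50, adjusted p = 6.74e-09, and adjusted p = 0.785 with an estimated correlation, the value for all 9 lists called here), 19 of them with one variance weight per group. The 8 ATP synthase genes fell, also adjusted over the list alone (median -1.39, adjusted p = 0.00031), 7 of them with one variance weight per group. Flagellum gave 17 rises, 2 falls and 21 without a call, and the same adjusted over the list alone (median 0.73, adjusted p = 0.00202), with 8 rises under one variance weight per group. It had 31 rises and 4 falls without carbon limitation replicate 3 (median 1.17, adjusted p = 2.63e-08) and did not pass without replicate 1 (median 0.40, adjusted p = 0.137). The other sugars gave 38 rises, 10 falls and 60 without a call (38 and 9 adjusted over the list alone, median 0.09, mean 0.41, adjusted p = 0.011), and 20 rises and 3 falls with one variance weight per group. Without replicate 3 that list had 41 rises and 44 falls, a median of -0.11 with an upward test, and did not pass (adjusted p = 0.144). CRISPR-associated genes gave 2 rises, 10 falls and 7 without a call, counted either way (median -0.89, adjusted p = 0.0327), but 0 calls with one variance weight per group, and the list did not pass without replicate 1 (0.0778). The Rnf and Mbx-like complexes, ion-pumping electron carriers of the membrane, gave 6 falls and 12 without a call, counted either way (median -0.53, adjusted p = 0.0327), and did not pass without replicate 1 (0.141) or replicate 2 (0.111). Without replicate 3 all 18 fell (median -0.94, adjusted p = 0.00214).

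Glycolysis and fermentation gave 3 rises, 12 falls and 3 without a call, counted either way (median -0.59, adjusted p = 0.0327), and did not pass without replicate 3 (0.102). Aminoacyl-tRNA synthetases gave 1 rise, 10 falls and 10 without a call (1 and 11 adjusted over the list alone, median -0.39, adjusted p = 0.037), and did not pass without replicate 1 (0.107) or replicate 2 (0.0542). Peroxide, superoxide and iron storage gave 6 rises, 2 falls and 3 without a call (7 and 2 adjusted over the list alone, median 0.44, adjusted p = 0.0407). It did not pass without replicate 1, 2 or 3 (0.0683, 0.0613 and 0.118), nor after a further quantile normalization (0.0639). The chaperones gave 3 rises, 1 fall and 4 without a call, counted either way (adjusted p = 0.277), and 7 rises and 1 fall without replicate 3 (adjusted p = 0.00358).

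Of the lists not called in carbon limitation, hydrogenases gave 2 rises and 6 falls among 9 (adjusted p = 0.116) and amino acid biosynthesis 9 and 18 among 49 (0.177), the latter with 6 and 34 and called without replicate 3 (0.00358). Cell wall and division gave 5 and 6 among 16, DNA topology and SOS repair 3 and 5 among 10, maltose and alpha-glucan use 4 and 4 among 15, iron-sulfur cluster assembly 1 and 4 among 7 and chemotaxis 0 and 3 among 18. Proteases gave 2 and 3 among 10, RNA polymerase and sigma factors 2 and 1 among 8, and glycogen metabolism 0 and 0 among 4. The counts adjusted over the list alone were equal for these 10 lists. Oligopeptide transporters gave 9 and 6 among 22 (11 and 7 adjusted over the list alone) and ribosomal proteins 1 and 4 among 51 (0 and 2 adjusted over the list alone). Without replicate 3 the ribosomal list had 34 falls and passed (adjusted p = 0.0239). The counts were then 8 and 4 for cell wall and division, 3 and 6 for chemotaxis, 4 and 8 for maltose use, 4 and 3 for proteases, 4 and 3 for RNA polymerase and sigma factors and 0 and 1 for glycogen metabolism. Signs differed for maltose use (median -0.03, test upward) and proteases (median -0.03, mean 0.07, test downward).

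In total, 1022 features differed between carbon limitation and log phase by limma, 458 higher and 564 lower (530 and 509 with each array centred on its median), and 181 and 291 of these by at least 2-fold. The groups did not overlap for 734 features (38.1%), against 5.71% by chance, and without replicate 3 the counts were 594 higher and 900 lower.

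**Figure D3:**
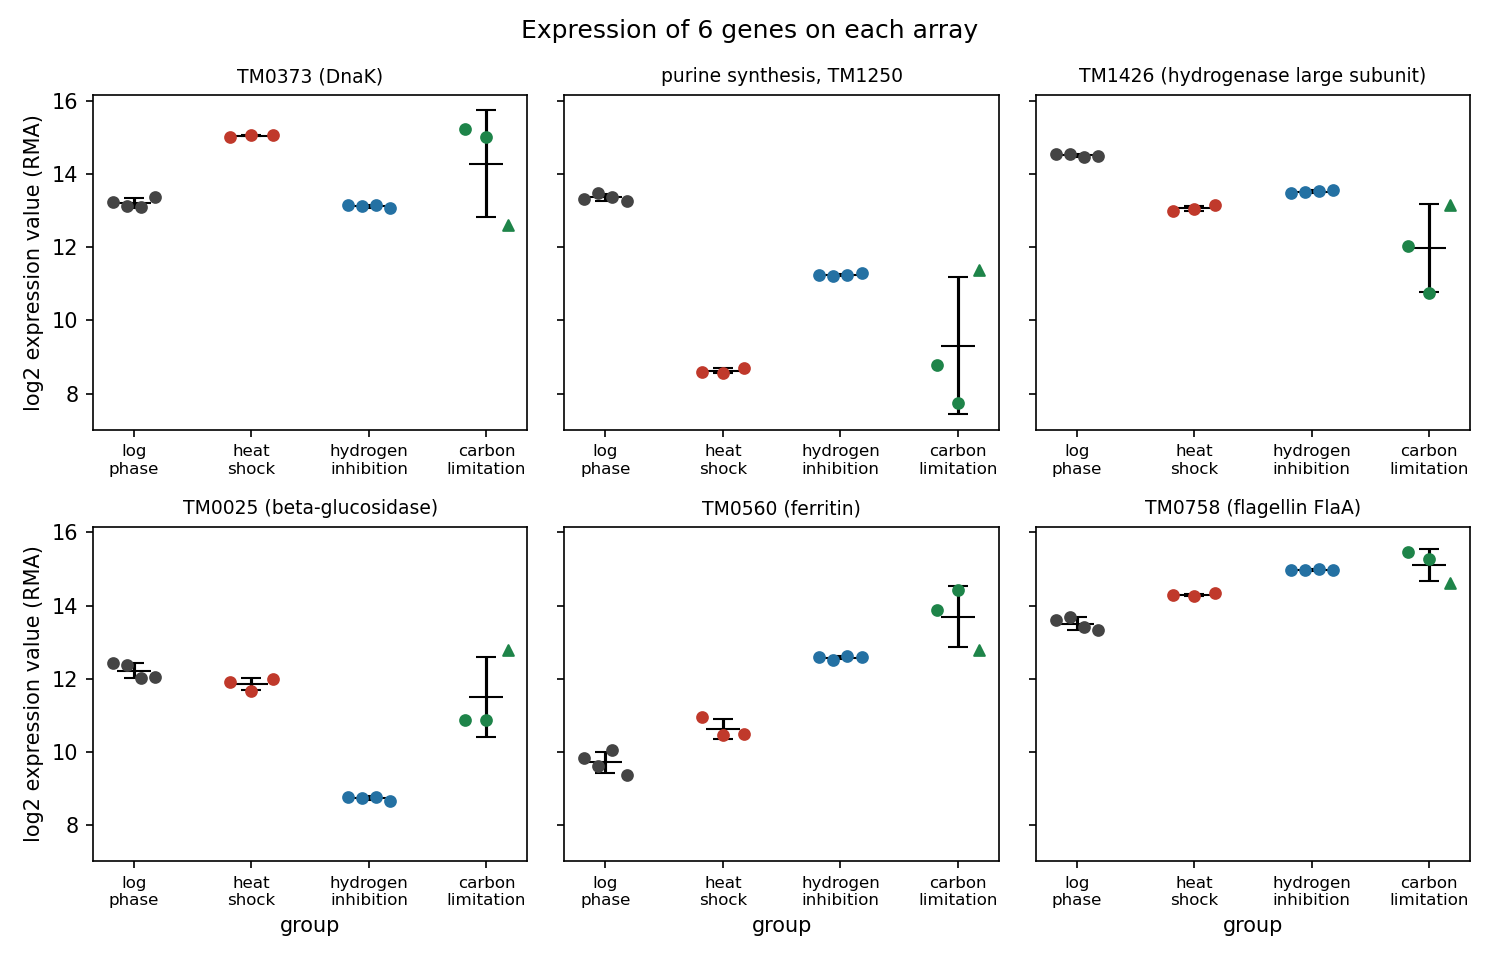
Log2 expression values (y axis) of 6 genes on each array by group (x axis), with dots for single arrays, a triangle for carbon limitation replicate 3, and bars for the group mean and standard deviation. DnaK rose in heat shock by 1.85, TM1250 had changes of -4.74 in heat shock and -4.06 in carbon limitation, and ferritin rose by 2.86 in hydrogen inhibition and 3.98 in carbon limitation, with the triangle lower than the other 2 arrays for DnaK and ferritin and higher for TM1250.

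The stress conditions were also compared directly, so that the log phase arrays cancel. Heat shock was above hydrogen inhibition for 7 of 8 chaperone and 52 of 108 sugar genes and below it for 27 of 40 flagellar and 14 of 16 cell wall genes. None of these 4 lists passed with an estimated correlation (adjusted p = 0.554, 0.279, 0.774 and 0.177). DnaK (TM0373) was higher in heat shock than in hydrogen inhibition by 1.93 ± 0.45 log2 units (n = 3 and 4, adjusted p = 0.00259) and the chemotaxis receptor TM1146 by 4.68 ± 0.13, while FtsI (TM0590) differed by -2.94 ± 0.11 and ferritin (TM0560) by -1.95 ± 0.30. The transporter gene TM0028 was higher in heat shock than in hydrogen inhibition by 3.68 ± 0.28 and lower in hydrogen inhibition than in carbon limitation, by -3.38 ± 0.28 (-2.91 without carbon limitation replicate 3). Between heat shock and carbon limitation, phosphate butyryltransferase (TM1755) differed by -3.18 ± 0.80 (-4.57 without carbon limitation replicate 3) and the hydrogenase TM1426 by 1.09 ± 0.40 (adjusted p = 0.0349, and 1.67 without it). DnaK (TM0373) differed by 0.76 ± 0.49 (adjusted p = 0.198), and the sign turned without that array (-0.07, adjusted p = 0.512). Between hydrogen inhibition and carbon limitation, TM1426 differed by 1.54 ± 0.37 (2.12 without that array), glutamate dehydrogenase TM1015 by -3.69 ± 0.51 (-4.53) and TM1300 by 3.09 ± 0.21 (2.95).

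No list called in these contrasts passed with an estimated correlation, and that adjusted p is given second for each. At the preset correlation, heat shock exceeded hydrogen inhibition for other sugars (52 of 108 higher, 4 lower, median 0.73, adjusted p = 3.42e-07 and 0.279), maltose use (12 of 15, median 0.96, 0.000166 and 0.214) and chaperones (7 of 8, median 2.29, 0.00307 and 0.554). It also did so for ribosomal proteins (23 of 51 higher, 3 lower, median 0.52, 0.00307 and 0.774) and iron-sulfur cluster assembly (5 of 7, median 0.87, 0.0282 and 0.554). It was below hydrogen inhibition for cell wall and division (14 of 16 lower, median -1.08, 0.000713 and 0.177), flagellum (27 of 40 lower, 1 higher, median -0.89, 0.00188 and 0.774), nucleotide biosynthesis (15 of 21, median -1.27, 0.00243 and 0.774) and amino acid biosynthesis (25 of 49 lower, 7 higher, median -0.72, 0.0352 and 0.831). Against carbon limitation, heat shock was lower for cell wall and division (13 of 16 lower, 1 higher, median -0.75, 0.000868 and 0.19) and flagellum (22 of 40, median -0.93, 0.000266 and 0.839). Flagellum had 37 lower and a median of -1.39 without carbon limitation replicate 3. It was higher for ribosomal proteins (36 of 51 higher, 1 lower, median 0.81, 2.2e-05 and 0.839) and chaperones (7 of 8, median 1.06, 0.0359 and 0.839). Without carbon limitation replicate 3 the chaperones had a median of 0.40 and did not pass (0.233 at the preset correlation). Hydrogen inhibition exceeded carbon limitation for nucleotide biosynthesis (15 of 21, median 1.55, 0.00525 and 0.853, and 21 with a median of 2.21 without carbon limitation replicate 3). It also did so for amino acid biosynthesis (26 of 49 higher, 1 lower, median 0.67, 0.0117 and 0.853, and 39 and 1 with a median of 1.09 without that array). It was lower for other sugars (61 of 108 lower, 1 higher, median -0.63, 1.7e-11 and 0.138) and maltose use (8 of 15, median -0.52, 0.00172 and 0.292). Without carbon limitation replicate 3 other sugars had 62 lower but 29 higher, and maltose use 8 lower and 4 higher (1.92e-06 and 0.0252 at the preset correlation). Further lists lower there were peroxide and iron storage (8 of 11, median -1.06, 0.00115 and 0.138) and CRISPR-associated genes (8 of 19, median -0.62, 0.0358 and 0.853, and 0.321 at the preset correlation without carbon limitation replicate 3). At the preset correlation further lists passed only without that array. For heat shock minus carbon limitation these were the Rnf and Mbx-like complexes (higher, 0.108 with it and 0.0036 without). For hydrogen inhibition minus carbon limitation they were flagellum (lower, 0.779 and 0.000711), chaperones (lower, 0.0917 and 0.00088), ribosomal proteins (higher, 0.162 and 0.0069) and the Rnf and Mbx-like complexes (higher, 0.162 and 0.00328).

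Heat shock and hydrogen inhibition differed in 1214 features (536 higher in heat shock, 678 lower), heat shock and carbon limitation in 1074 (536 and 538), and hydrogen inhibition and carbon limitation in 1121 (676 higher in hydrogen inhibition, 445 lower). Without carbon limitation replicate 3 the counts were 692 and 869, 875 and 647, and 955 and 578, while one variance weight per group left 453 and 455 for the 2 contrasts with carbon limitation. The median over all features was -0.13 for heat shock minus hydrogen inhibition and 0.21 for hydrogen inhibition minus carbon limitation, and centring each array on its median moved them to -0.0032 and 0.10. Centring turned the split of heat shock minus hydrogen inhibition to 617 higher and 598 lower and that of heat shock minus carbon limitation to 570 and 543. It left hydrogen inhibition minus carbon limitation at 576 and 509.

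Some genes changed in the same direction in all 3 comparisons with log phase. All 8 ATP synthase genes and 13 of 21 nucleotide biosynthesis genes were lower in each, as were 6 genes of glycolysis and fermentation, 4 CRISPR-associated genes and 3 aminoacyl-tRNA synthetase genes. These counts rest on the calls of carbon limitation, whose adjusted p-values are too small. With one variance weight per group, carbon limitation gave 7, 4 and 0 falls for ATP synthase, glycolysis and fermentation, and CRISPR-associated genes. The counts of 8, 6 and 4 therefore do not hold under that fit. Acetate kinase (TM0274), which forms acetate and ATP, changed by -1.08, -1.23 and -1.42 in heat shock, hydrogen inhibition and carbon limitation. Among genes higher in each were flagellin (TM0758), HtrA (TM0571) and the maltose-binding protein TM1204. The count was 83 higher and 140 lower, 223 in all, and 439 without carbon limitation replicate 3. Lists drawn independently would share 30.7 and 43.6, and in 100 simulations of unchanged groups against the same log phase arrays the mean and the highest count were 0. Groups without any change give few calls, so this 0 cannot show how much the shared log phase arrays add to the count.

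Pairs of comparisons also shared calls. Heat shock and carbon limitation had 482 features called in the same direction (181 higher, 301 lower) and 116 in opposite directions, heat shock and hydrogen inhibition 393 (173 and 220) and 205, and hydrogen inhibition and carbon limitation 438 (212 and 226) and 128. Independent lists would share 114 and 171, 129 and 149, and 124 and 144 in those directions. Simulated unchanged groups gave a mean of at most 0.01, but such groups give few calls, so this is no measure of what shared arrays add. With the log phase arrays split between the comparisons, the mean same-direction counts were 282, 237 and 226. Each comparison then holds fewer log phase arrays, which can by itself lower these counts. The covariance of the log2 changes over features was 0.517, 0.246 and 0.387, against 0.0322, 0.0316 and 0.0315 for unchanged groups, a difference of 0.484, 0.215 and 0.355. With the log phase arrays split, the mean covariance was 0.510, 0.240 and 0.380.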

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

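These checks were chosen before the data were examined. Each named gene was searched in each group of 4 arrays for 1 array far from the other 3, by the gap to its nearest neighbour as a share of the range. Of 273 groups 17 were found, and chance flags about 1 in 20 groups, or 13.65 here. In log phase replicate 1, TM0228 was at 10.96 (mean of the other 3 arrays 10.76), HrcA (TM0851) at 9.87 (10.12), TM1317 at 8.24 (8.45), TM1337 at 8.05 (8.42) and TM1522 at 12.01 (12.11). In replicate 2, TM1235 was at 8.01 (7.48), TM1417.1 at 8.11 (7.67), TM1802 at 9.97 (9.18) and the permease MalG (TM1836) at 12.75 (13.04). In replicate 3, TM0023 was at 12.51 (13.01), CheY (TM0468) at 12.18 (11.91) and glutamate dehydrogenase (TM1015) at 7.49 (7.90), and in replicate 4, TM0014 was at 11.90 (12.22) and TM0280 at 7.27 (7.08). In hydrogen inhibition, TM0072 at 10.60 (10.79) and RpoD (TM1451) at 13.44 (13.58) stood apart in replicate 2 and the beta-glucosidase TM0025 at 8.65 (8.76) in replicate 4.

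The entry that summarises all probes outside the other features, which no comparison uses, was higher in heat shock than in log phase by 0.054 log2 units (6.30 ± 0.01 against 6.25 ± 0.01, standard deviations, n = 3 and 4). This difference was not tested further.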

How the results depend on the processing

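One variance weight per group and the leaving out of carbon limitation replicate 3 from comparisons without it were chosen after seeing the data. Most counts of genes stayed within 1.5 times the main count, and no named gene called in a comparison with log phase changed sign. Which direction held more genes did depend on the scaling: with each array centred on its median, the larger share turned in heat shock (558 higher, 530 lower), hydrogen inhibition (504, 514), carbon limitation (530, 509), heat shock minus hydrogen inhibition (617, 598) and heat shock minus carbon limitation (570, 543). The median of the other sugars in carbon limitation turned from 0.09 to -0.11 without replicate 3. Hydrogen inhibition gave 1579 genes with array weights, 1573 with one variance weight per group and 1561 with the 2 groups alone, fits in which the wide spread of carbon limitation counts less or not at all. Carbon limitation gave 340 with one variance weight per group and 455 with the 2 groups alone, and its contrasts gave 453 against heat shock and 455 against hydrogen inhibition with one variance weight per group. Array weights gave 410 genes in the same direction in all 3 comparisons. With an estimated correlation camera called 0, 0 and 0 lists (1, 1 and 0 at unadjusted p < 0.05). The correlation was not estimated without carbon limitation replicate 3. Without the dimmest 20% of features the mean correlation was 0.987 in log phase, 0.992 in heat shock and 0.996 in hydrogen inhibition. Leaving out 1 array gave 874 to 1482 genes in heat shock, 865 to 1427 in hydrogen inhibition, 818 to 1494 in carbon limitation, 1056 to 1561, 899 to 1522 and 999 to 1533 in the contrasts of heat shock with hydrogen inhibition, heat shock with carbon limitation and hydrogen inhibition with carbon limitation, 1517 to 1845 in any contrast, 171 to 439 in all 3 comparisons, and 7 to 8, 10 to 11 and 4 to 9 lists. The highest counts of genes came without carbon limitation replicate 3. With the replicate numbers of the labels as a block, heat shock gave 432 higher and 543 lower. Named genes kept their side of the threshold in 4370 cases, lost it in 264, gained it in 24 and moved in 2, and named lists kept it in 246 and lost it in 42. Apart from the array and group weights, the cause was not tested. The planned rebuilding of gene values from probes was not run.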

Other observations

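The genes in this and the next paragraph were chosen after their values were seen. The binding protein BtuF (TM0080), which hands vitamin B12 to its transporter, rose by 1.81 in heat shock, 2.86 in hydrogen inhibition and 3.13 in carbon limitation, and the cobalamin riboswitch, read by 2 probes, by 1.33, 1.69 and 2.34. The glycine cleavage genes TM0212, TM0213 and TM0214, which split glycine into a one-carbon unit and ammonia, were lower in each, with TM0214 at -1.57, -1.32 and -1.37. NAD synthetase (TM1253) changed by -2.59, -1.86 and -2.71, malonyl transacylase (TM0798) of fatty acid synthesis by -1.04, -1.87 and -1.82, and the phosphate transport ATPase PstB (TM1261) by -1.29, -1.29 and -1.91. HflK (TM1822) and HflC (TM1823), membrane partners of the FtsH protease, changed most in heat shock, at -3.09 and -3.43, and lysine 2,3-aminomutase (TM0121) rose by 3.49 there against 0.81 and 1.21.

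Among noncoding features, 5 of 6 riboswitches and leaders were higher in heat shock (median 1.29), while in hydrogen inhibition 1 was higher and 3 were lower and in carbon limitation 2 were higher. The tRNA features, all 22 higher in heat shock, had 1 higher and 10 lower in hydrogen inhibition (median -0.79) and 3 higher and 2 lower in carbon limitation (median -0.06). Without carbon limitation replicate 3 the tRNA counts were 5 and 13, and 3 and 7 (median -0.37), and those of riboswitches and leaders 6 and 0 in heat shock, 2 and 3 in hydrogen inhibition and 3 and 0 in carbon limitation. Carbon limitation replicate 3 fell below both the other 2 arrays and log phase in several glycerol genes. The glycerol facilitator TM1429 was at 13.84, 14.30 and 8.64 on replicates 1, 2 and 3 against a log phase mean of 11.91, glycerol kinase TM1430 at 13.85, 14.08 and 10.58 against 12.84, and glycerol-3-phosphate dehydrogenase TM1432 at 12.86, 13.14 and 10.30 against 13.90.

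Chance was weighed by splitting the same arrays in every other way, with the bounds written before the result was seen. The real grouping gave the largest count of genes, rank 1 of 35, in heat shock (1061, next 424), hydrogen inhibition (1011, next 0), carbon limitation (1022, next 779), heat shock minus hydrogen inhibition (1214, next 571) and hydrogen inhibition minus carbon limitation (1121, next 535). It was 1 of 10 for heat shock minus carbon limitation, where 10 splits are too few to tell, and 1 of 100 for genes alike in all 3 comparisons (223, next 0). For the lists, 19 of 35 splits, the real one included, called as many in heat shock (7, highest other 10), 7 of 35 in hydrogen inhibition (11, highest 11) and 6 of 35 in carbon limitation (9, highest 10). Chance is therefore not excluded for the number of lists called.

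The tests on carbon limitation replicate 3 were chosen after its place was seen. If it held log phase RNA under a wrong label, it would correlate with log phase as these arrays do with each other. Its highest Pearson correlation over features was 0.926, against a lowest of 0.990 among them. Over the probe intensities its highest Spearman correlation with a log phase array was 0.9554, against a lowest of 0.9557 among log phase arrays. That measure hardly separates it from them. A mixture of log phase and carbon-limited RNA would give one share for all genes, but the median share was 0.0351 from 36 raised features (quartiles 0.022 to 0.0786) and 0.604 from 39 lowered ones (0.317 to 0.736). Deviations of neighbouring loci from log phase correlated at 0.594, against 0.133 to 0.413 for log phase arrays, but carbon-limited RNA read with noise could give this too, so it decides nothing about a poor hybridization. A wrong label is argued against by the gene-level values but hardly by the probe intensities, and a mixture is argued against. A poor hybridization and a culture sampled in another state, which was not tested, stay open.

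For the tRNA features in heat shock, the test of dim features was written before its result was seen and the other 2 after. Open reading frames with 1 probe had a median change of -0.25 (n = 15), against 2.87 for the tRNAs, which argues against single probes as the cause. Those of the same log phase level had a median of -0.12 (n = 1394). They are most of the 1827 open reading frames, so their median had to lie near that of all features (-0.056). This test therefore decides nothing about low signal. The 4 other small stable RNAs had a median of 1.16, with 3 of them called and all 4 without carbon limitation replicate 3. Better recovery of small RNAs from heated cells may therefore account for part of the rise. No biological explanation was tested.

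In heat shock 7 of 8 CRISPR array features were higher (median 1.86) while 15 of 19 CRISPR-associated genes were lower, and fewer of the features were called elsewhere, in hydrogen inhibition 2 of 8, CRISPR_2 and CRISPR_3 (5 without carbon limitation replicate 3), and in carbon limitation 1 of 8, CRISPR_5 (median 1.40, and 8 of 8 without that array). The tests of the shared repeat were chosen after the result was seen, and that of dim features before. If the repeat alone were read, all 8 would change alike, and in heat shock the highest and lowest differed by 2.86 standard errors, which leaves this open, while in hydrogen inhibition they differed by 16.9, which argues against it there. In carbon limitation the highest and lowest, CRISPR_5 and CRISPR_6, differed by 3.75 standard errors, but no bound was written for that group. Open reading frames of the same log phase level had a median of 0.032 in heat shock (n = 498), which argues against low signal, but tRNAs (median 2.87), other small stable RNAs (1.16) and riboswitches and leaders (1.29) rose alongside, so recovery of small RNAs may act here too and stays open. The deviations of the 8 features correlated at 0.866 to 0.994 between pairs, and all 8 were highest in log phase replicate 3, so they could be read as fewer than 8 independent features, and no biological explanation was tested.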
